A study of Homo sapiens with 18 samples. Its data were reported in "The long noncoding RNA H19 regulates tumor plasticity in neuroendocrine prostate cancer" (2021).

How the data were processed

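Histone methylation was measured by chromatin immunoprecipitation sequencing in V16D cells, a castration-resistant prostate cancer line. The cells were control cells (V16D/CTL) or cells transduced with the long non-coding RNA H19 (V16D/H19). The sample titles and the study's account of this experiment do not say whether the control cells carried a vector. Each group had 3 replicates, each immunoprecipitated for H3K4me3 and for H3K27me3 and accompanied by its own input library. Groups and replicate numbers were taken from the sample titles. The 6 input libraries entered only as the controls the authors used in peak calling.

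The authors aligned the reads and called peaks in each library with MACS2 against the input of that replicate, with narrow peaks for H3K4me3 and broad peaks for H3K27me3. Each of the 12 deposited peak lists gives, per peak, a score, a fold over input (a linear ratio) and the −log10 of a p-value and of a q-value. These per-peak values are the authors' own and were used only to describe, rank or filter peaks within their list. The 2 deposited tables of differential sites were made by the authors with DiffBind, which compared the 3 V16D/H19 with the 3 V16D/CTL libraries of a mark, and annotated with ChIPseeker. The deposited tables hold, per site, the concentration (the log2 of the mean normalized read count) in each group, their difference as a log2 fold, and a p-value with its FDR over the sites tested. They list sites with an FDR of up to 0.05, and the complete set of sites tested was not analysed here. From the ratio of FDR to p at each rank, the authors' deposited tables imply about 21232 tested H3K4me3 sites and 17453 tested H3K27me3 sites.

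The genome build is not stated for these libraries. Contig names and peak ends fit GRCh38, and 94.2% of the 1853 H3K4me3 sites and 95.4% of the 1131 H3K27me3 sites whose gene identifier matched a RefSeq gene on GRCh38.p14 had their annotated transcript within that gene, so coordinates are given as GRCh38. Transcription starts were the 5′ ends of protein-coding RefSeq genes on GRCh38.p14, a single start per gene. The strand came from GENCODE by gene symbol, without its coordinates, which lie on another build. A strand was found for 19314 of 20037 protein-coding genes (96.4%), and for 39598 of 59679 genes of any kind (66.4%), so protein-coding genes were chosen as the main set after the share with a strand was seen.

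The read depth behind each library was not used here, so no counting interval was computed. The number of peaks per list ranged from 20048 to 21934 for H3K4me3 and from 55060 to 72289 for H3K27me3. Peak lists depend on depth, and a difference in depth between libraries would move their number of peaks.

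The peaks of the 6 lists of a mark were merged where they shared at least 1 base, and a merged region with a peak in at least 2 libraries was called a site, as DiffBind does by default. A consensus region of a group had a peak in at least 2 of its 3 replicates, after the overlap rate in the study's methods. A bivalent region was an H3K4me3 peak, or consensus region, that overlapped an H3K27me3 peak or consensus region of the same group. A promoter was the stretch within 1 kb of a transcription start.

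Values per library were compared with a two-sided exact permutation test of the difference in means over the 20 assignments of 6 libraries, which cannot give a p below 0.1. Sites with a peak in all 3 libraries of a group and in no library of the other were counted and set against the other splits of the 6 libraries, 10 splits in all. Shares of sites were compared with two-sided Fisher's exact tests, in which the sites are the units and neighbouring sites are not independent. The direction of differential sites was tested against chromosome with a permutation test of the chi-square statistic (100000 resamples, smallest p 1e-05). Odds ratios within groups of equal size, 10 of site width or 4 of concentration, were Mantel-Haenszel estimates with a permutation test within the same strata. The merging and counting of sites was run on simulated lists, which checks the code alone, since the simulated changes follow the rule by which sites are counted. In tests on simulated data, the chromosome test gave p under 0.05 in 6.5% of 200 runs without an effect for H3K4me3 (1857 sites) and in 6% for H3K27me3 (1140 sites). It did so in 100% of the runs in which the share of higher sites was shifted by 30 percentage points on the chromosome with the most sites. Shifts on smaller chromosomes were not simulated. Simulated directions were independent between sites, so these rates do not cover neighbouring sites that share their direction.

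Gene lists and the rule for named sites were fixed before the data were examined. The luminal list holds 8 genes (KLK2, KLK3, FKBP5, TMPRSS2, ABCC4, ZBTB10, KRT8, KRT18). The NE (neuroendocrine) list holds 19 genes (POU3F2, KCNB2, BRINP1, SOGA3, CDH2, REST, FGF9, HOXD10, RUNX1T1, MYT1, ONECUT1, RGS7, ETV5, CHGA, CHGB, SYP, ENO2, NCAM1, SOX2). Some genes of the lists as first fixed are not analysed here; they were left out after the data were examined, for reasons unrelated to their values, and all values for the lists are without them. Apart from FKBP5 and NCAM1, the genes were drawn from those that the study's text names, many of them picked by the study from these same libraries, so a change at these genes is not independent evidence. A site was assigned to a list gene by its symbol in the table or by overlap with the gene from 3 kb upstream to its end. Named are H19, the list genes with a differential site, and, per mark and direction, the 3 differential sites with the largest absolute fold among those with a peak in all 3 libraries of the higher group and in fewer of the lower group.

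Alternatives were a stricter threshold (−log10 q of at least 5 for H3K4me3 and 3 for H3K27me3), lists of equal length, chromosomes 1 to 22, X and Y only, broad peaks within 1 kb joined, an overlap of at least 50% of the shorter interval, consensus from all 3 replicates, leaving out each replicate in turn, an FDR under 0.01, an absolute log2 fold of at least 1, a promoter window of 3 kb, a background of sites with a peak in at least 3 libraries, and a replicate block. Chosen after seeing the data were the comparison within 10 groups of site width, starts of all genes with a strand, a background of sites with a peak in at least 5 libraries, directions permuted within 4 groups of concentration, the chromosome test without chromosome 8, and every comparison of the parts of chromosome 8. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.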

Results

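H3K4me3, a mark of active promoters, and H3K27me3, a mark laid down by the repressive PRC2 complex, were mapped in V16D/CTL and V16D/H19 cells with 3 replicates per group and mark. The comparison asks how the genomic distribution of these marks changes when H19 is overexpressed. The H3K4me3 lists held 21168, 20094 and 20422 peaks in V16D/CTL and 21934, 21886 and 20048 peaks in V16D/H19. The H3K27me3 lists held 55060, 69320 and 72289 peaks in V16D/CTL and 56239, 62031 and 62879 peaks in V16D/H19. The read depth behind these lists was not used here, and a missing peak was not read as an absent mark.

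The targeted gene was examined first. H19 lies on chromosome 11 from 1995176 to 2001266 (GRCh38), and no peak of either mark was found in the gene or within 10 kb of it in any of the 12 lists. The stretch from 1936661 to 2044029 (107 kb, with 6 genes, of which MRPL23 is the only protein-coding gene) held no peak in any list. The H19 locus therefore gave no check of the group labels.

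The number of H3K4me3 peaks per library was 20561 ± 550 (SD, n = 3) in V16D/CTL and 21289 ± 1075 (SD, n = 3) in V16D/H19. The groups overlapped (exact permutation p = 0.4). The length covered by H3K4me3 peaks was 30 ± 0.532 Mb (SD, n = 3) in V16D/CTL and 30.4 ± 1.40 Mb (SD, n = 3) in V16D/H19 (exact permutation p = 0.8). H3K27me3 peaks numbered 65556 ± 9211 (SD, n = 3) in V16D/CTL and 60383 ± 3614 (SD, n = 3) in V16D/H19 (exact permutation p = 0.5). They covered 55.4 ± 9.07 Mb (SD, n = 3) in V16D/CTL and 46.1 ± 3.31 Mb (SD, n = 3) in V16D/H19 (exact permutation p = 0.3). Without V16D/CTL replicate 1, the difference in H3K27me3 peaks went from −5173 to −10422 and that in covered length from −9.29 to −14.4 Mb (exact permutation p = 0.1 for both). With lists of equal length, H3K27me3 peaks covered 50 ± 4.37 Mb (SD, n = 3) in V16D/CTL and 43.5 ± 1.55 Mb (SD, n = 3) in V16D/H19, without overlap (exact permutation p = 0.1). With the stricter threshold, H3K27me3 peaks numbered 6396 ± 298 (SD, n = 3) in V16D/CTL and 3556 ± 442 (SD, n = 3) in V16D/H19, with no overlap between the groups (exact permutation p = 0.1, the smallest that this design allows, and a separation that chance gives in 10% of cases). The length they covered was then 13 ± 1.76 Mb (SD, n = 3) in V16D/CTL and 6.01 ± 0.891 Mb (SD, n = 3) in V16D/H19 (exact permutation p = 0.1). The share of H3K27me3 peaks past this threshold was 9.86% ± 1.11 (SD, n = 3) in V16D/CTL and 5.88% ± 0.549 (SD, n = 3) in V16D/H19 (exact permutation p = 0.1). For H3K4me3 this share was 90.9% ± 0.670 (SD, n = 3) and 88.9% ± 0.890 (SD, n = 3), also without overlap between the groups (exact permutation p = 0.1).

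**Figure D1:**
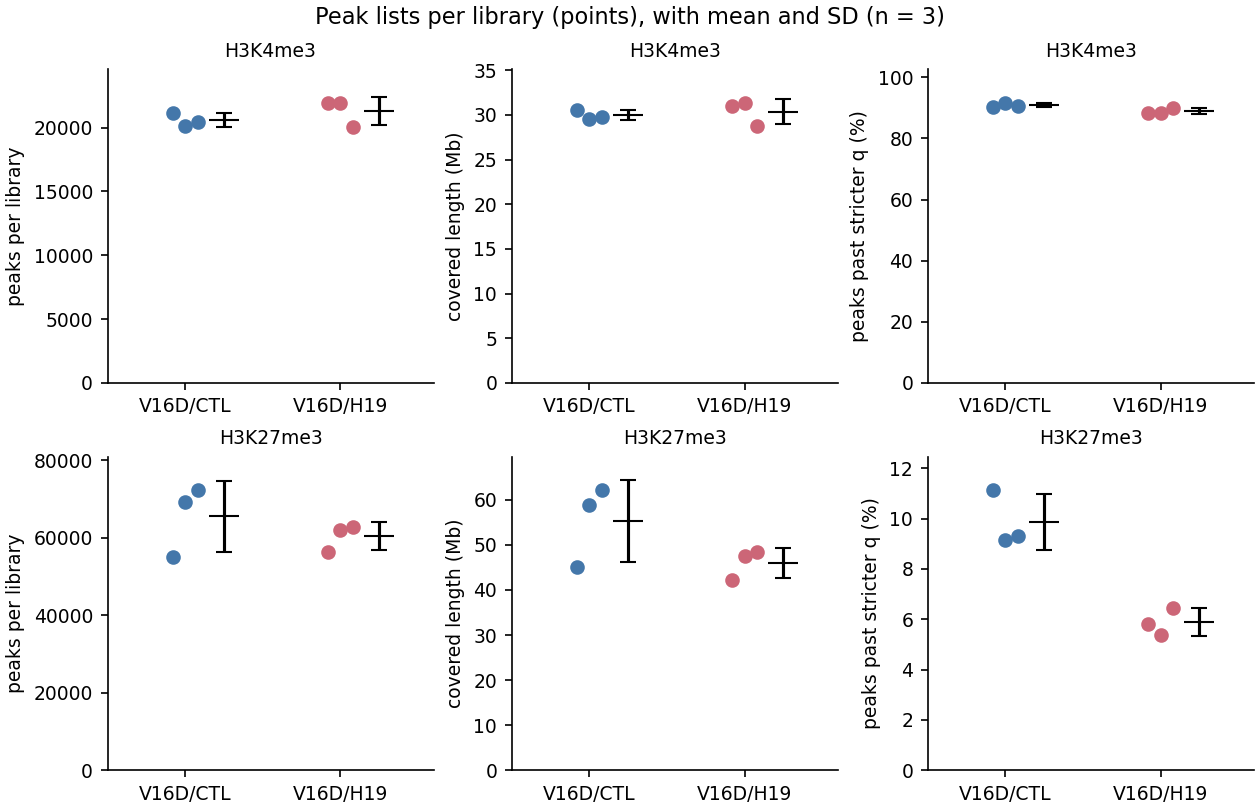
Peaks per library, covered length in Mb and the percentage of peaks past the stricter threshold for each mark, with 1 point per library and the mean ± SD of each group (n = 3). The groups overlap in the number of peaks and in covered length, and are apart in the share of strong peaks, most clearly for H3K27me3 (9.86% against 5.88%).

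H3K4me3 peaks that overlapped an H3K27me3 peak of the same replicate numbered 1499, 1644 and 1627 in V16D/CTL and 1468, 1614 and 1371 in V16D/H19. The means were 1590 ± 79.3 (SD, n = 3) and 1484 ± 122 (SD, n = 3), and the groups overlapped (exact permutation p = 0.2). The stricter threshold gave 783 ± 43.7 (SD, n = 3) in V16D/CTL and 507 ± 46.4 (SD, n = 3) in V16D/H19 without overlap (exact permutation p = 0.1).

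Of 25373 merged H3K4me3 regions, 20708 had a peak in at least 2 of the 6 libraries and 15811 in all 6. Of 149858 merged H3K27me3 regions, 58789 had a peak in at least 2 libraries and 10934 in all 6, so most H3K27me3 regions were called in a single library. A peak in every library of a group and in no library of the other was found at 272 H3K4me3 sites, of which 85 were specific to V16D/CTL and 187 to V16D/H19. The other 9 splits of the libraries gave from 78 to 139 such sites. For H3K27me3 there were 1735 such sites, of which 1159 were specific to V16D/CTL and 576 to V16D/H19, and the other 9 splits gave from 964 to 1212. Lists of equal length brought the groups closer, with 110 H3K4me3 sites specific to V16D/CTL and 150 to V16D/H19, and 857 and 608 for H3K27me3. Under the stricter threshold the H3K27me3 count was 284, with 280 sites specific to V16D/CTL and 4 to V16D/H19. Without V16D/H19 replicate 3, the H3K4me3 count was 689, with 120 sites specific to V16D/CTL and 569 to V16D/H19.

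**Figure D2:**
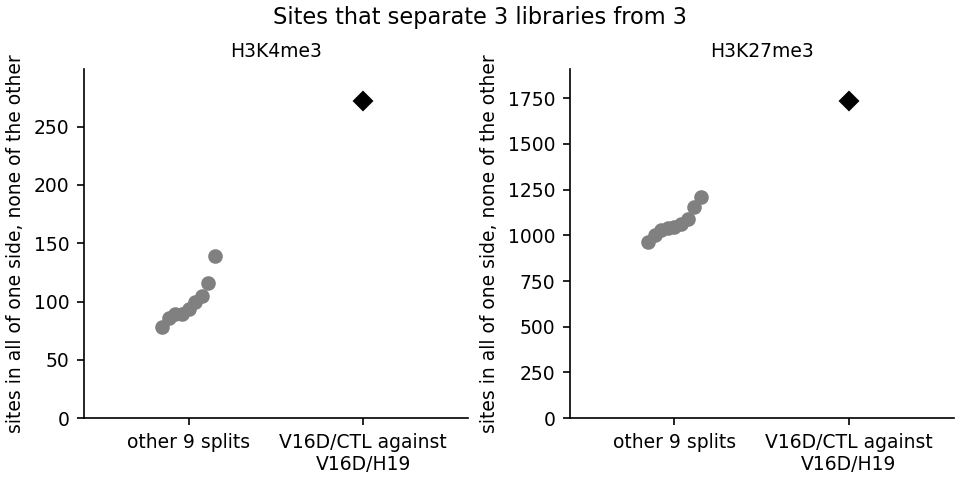
Number of sites with a peak in all 3 libraries on a side of a split and in none on the other, for the 9 other splits of the 6 libraries (grey) and for V16D/CTL against V16D/H19 (black). The real split gave 272 H3K4me3 and 1735 H3K27me3 sites, above the highest of the other splits (139 and 1212).

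Consensus regions, which leave no replicates for a test, described the same comparison by group. H3K4me3 gave 18625 regions in V16D/CTL and 19192 in V16D/H19. In the union of these, 17191 regions were shared, 1065 were found in V16D/CTL only and 1581 in V16D/H19 only. H3K27me3 gave 38199 and 35347 regions, with 18258 shared, 16021 in V16D/CTL only and 11200 in V16D/H19 only. With lists of equal length the H3K27me3 totals changed order, with 31814 regions in V16D/CTL and 32053 in V16D/H19, and the H3K4me3 regions found in a single group were nearly level, with 1142 in V16D/CTL only and 1193 in V16D/H19 only. Bivalent consensus regions numbered 1623 in V16D/CTL and 1520 in V16D/H19, with 1179 shared, 419 in V16D/CTL only and 333 in V16D/H19 only.

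The authors' deposited table for H3K4me3 listed 1857 differential sites, 445 higher and 1412 lower in V16D/H19. The authors' deposited table for H3K27me3 listed 1140 differential sites, 97 higher and 1043 lower. In the authors' deposited tables the median absolute log2 fold was 0.44 for H3K4me3 and 0.62 for H3K27me3, and most changes were therefore small. An absolute log2 fold of at least 1 left 394 H3K4me3 sites in the authors' deposited table, 192 higher and 202 lower, so that the share of higher sites went from 24.0% to 48.7%. For H3K27me3 the authors' deposited table held 205 such sites, 51 higher and 154 lower. The direction depended on the concentration of a site. With the sites in 4 groups of equal size from the lowest to the highest concentration, the share of higher sites in the authors' deposited tables was 48.7%, 27.7%, 12.3% and 6.91% for H3K4me3 and 21.0%, 8.71%, 2.83% and 1.41% for H3K27me3. Of 260 H3K4me3 sites in the authors' deposited table with a different number of called libraries in each group, 259 had more calls in the group that the fold favoured, and for H3K27me3 it was 248 of 249. Both sources rest on the same reads, so this is a check of labels and tables. Of the H3K4me3 sites in the authors' deposited table, 1590 had a peak in all 6 libraries.

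**Figure D3:**
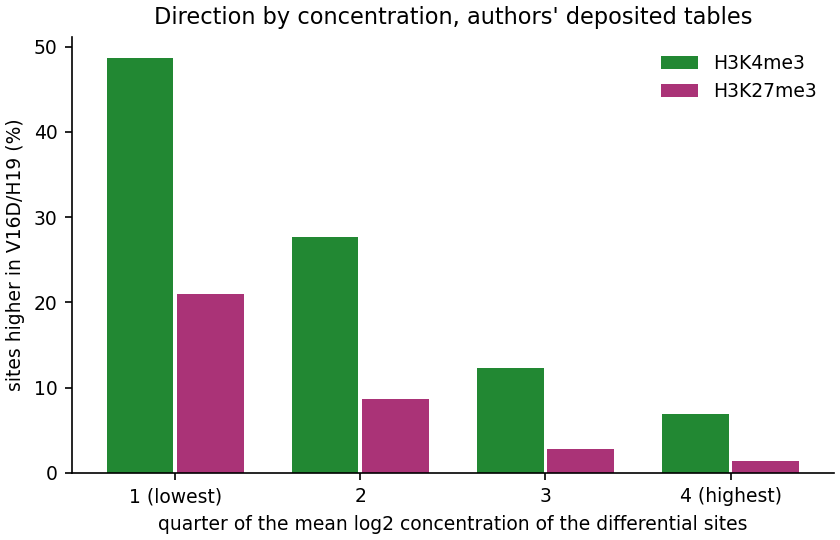
Share of differential sites that were higher in V16D/H19 (percent) in 4 groups of the mean log2 concentration, from the authors' deposited tables. The share fell from 48.7% to 6.91% for H3K4me3 and from 21.0% to 1.41% for H3K27me3.

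By the annotation in the authors' deposited tables, 1507 of 1857 differential H3K4me3 sites (81.2%) and 525 of 1140 differential H3K27me3 sites (46.1%) lay within 1 kb of a transcript start. The question was then whether differential sites lie at promoters more often than other sites do. With a single start per protein-coding gene, 62.5% of 1935 H3K4me3 sites that overlapped a differential site were at a promoter, against 53.9% of the other 18773 sites (odds ratio 1.43, Fisher's exact p = 2.36e-13). This direction did not hold in every setting. The odds ratio was 0.452 for sites with an absolute log2 fold of at least 1 (Fisher's exact p = 5.53e-14) and 0.842 within 10 groups of site width (permutation p = 0.00130), and differential H3K4me3 sites were wider (median 2058 against 1549 bases). For H3K27me3, 21.1% of 1854 sites that overlapped a differential site were at a promoter, against 3.84% of 56935 others (odds ratio 6.69, Fisher's exact p = 4.13e-156), and the odds ratio within 10 groups of site width was 3.04 (permutation p = 1e-05, the smallest the resamples can give). For H3K27me3 the 58789 sites compared here exceed the about 17453 sites that the authors' deposited table implies were tested, so many of the others could not have been listed. With only the sites that had a peak in at least 5 libraries, 29.7% of 1224 differential and 8.88% of 15409 other sites were at a promoter (odds ratio 4.33, Fisher's exact p = 1.36e-85).

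Sites of one mark that overlapped a site of the other were over-represented among the differential sites. The share was 14.8% against 9.87% of other H3K4me3 sites (odds ratio 1.58, Fisher's exact p = 1.35e-10) and 21.0% against 3.15% of other H3K27me3 sites (odds ratio 8.18, Fisher's exact p = 8.27e-181). Among sites with a peak in at least 5 libraries, the odds ratio for H3K27me3 was 4.88 (Fisher's exact p = 3.52e-96). In H3K4me3 this differed by direction. Of the 445 higher sites in the authors' deposited table, 211 (47.4%) overlapped an H3K27me3 site, against 74 of 1412 lower sites (5.24%). For H3K27me3 in the authors' deposited table, 362 of 1043 lower sites (34.7%) and 7 of 97 higher sites (7.22%) overlapped an H3K4me3 site.

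Differential sites of both marks overlapped in 79 pairs, which involved 77 H3K4me3 sites. In the authors' deposited tables, H3K4me3 was higher and H3K27me3 lower in 64 of these pairs, and the reverse held in 3. Both marks were lower in 12 pairs and both higher in 0. Thus 84.8% of the pairs moved in opposite directions, against 78.7% without an association, since H3K27me3 was lower in 76 of the 79 pairs. The test of association (Fisher's exact p = 0.00575) rests on the 3 pairs with higher H3K27me3. At an FDR under 0.01 the share was 84.2% of 38 pairs, against 75.9% without an association (Fisher's exact p = 0.0398), with 2 pairs of higher H3K27me3. No pair had an absolute log2 fold of at least 1 in both of the authors' deposited tables.

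**Figure D4:**
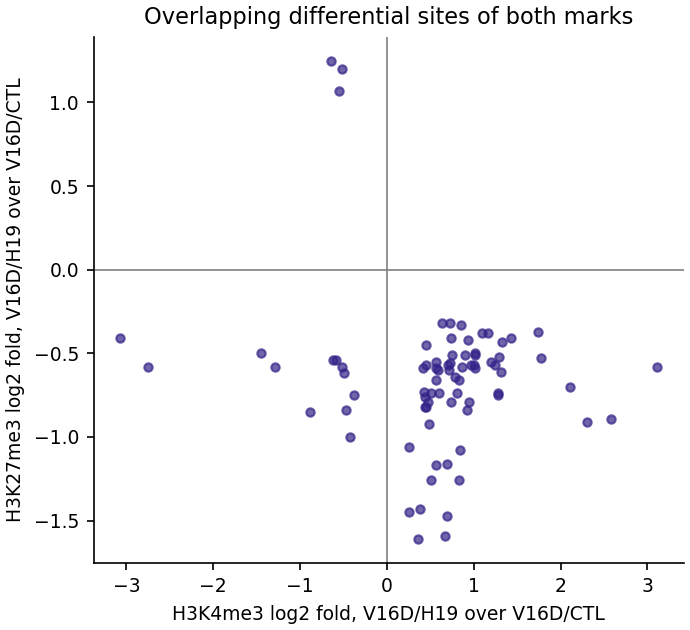
Log2 fold of H3K27me3 against log2 fold of H3K4me3 (V16D/H19 over V16D/CTL) at the 79 overlapping pairs of differential sites, from the authors' deposited tables, with 1 point per pair. The lower right quadrant, with H3K4me3 higher and H3K27me3 lower, holds 64 pairs.

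The direction of differential sites was also compared between chromosomes. For H3K4me3 the share of higher sites differed between chromosomes (chi-square 93.2, permutation p = 1e-05, the smallest the resamples can give). In the authors' deposited table, the sites that were higher numbered 41 of 85 H3K4me3 sites on chromosome 2, 19 of 34 on chromosome 13 and 5 of 5 on chromosome Y. For H3K27me3 the test did not pass its threshold (chi-square 36.4, permutation p = 0.122). Within chromosome 8, a comparison made after its sites were seen in order, the directions parted at about 45 Mb. Before 45 Mb, the authors' deposited table had 35 of 42 H3K4me3 sites higher, with a median log2 fold over the 42 of 0.28, and 142 of 152 sites beyond it were lower, with a median log2 fold of −0.27 (Fisher's exact p = 1.26e-22). Of all H3K4me3 sites beyond 45 Mb, 30.3% overlapped a differential site in the authors' deposited table, against 8.73% on the other chromosomes. For H3K27me3 the authors' deposited table had 16 higher and 8 lower sites before 45 Mb and 83 lower and 0 higher sites beyond it (Fisher's exact p = 1.70e-13).

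**Figure D5:**
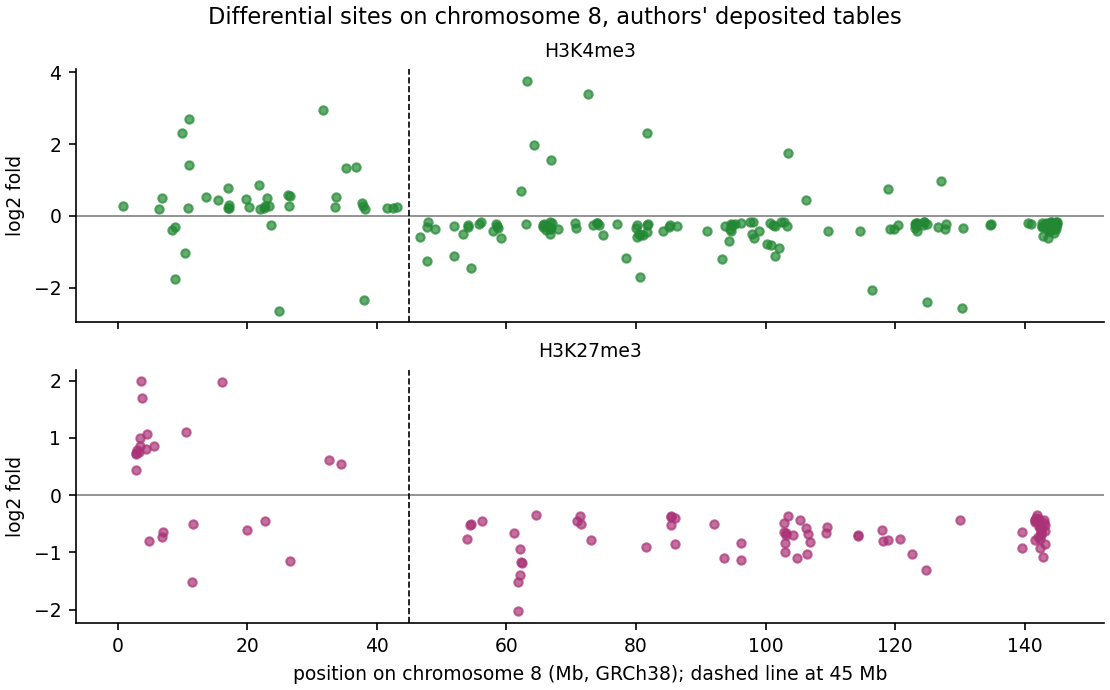
Log2 fold of differential H3K4me3 sites and differential H3K27me3 sites along chromosome 8 (position in Mb, GRCh38), from the authors' deposited tables, with 1 point per site and a dashed line at 45 Mb. Of the H3K4me3 sites, 35 of 42 before the line are higher and 142 of 152 beyond it are lower in V16D/H19.

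Genes of luminal identity were examined as a list of 8 genes. All 8 had an H3K4me3 peak at the promoter in each of the 6 libraries, and none had an H3K27me3 peak there in any library. The authors' deposited table held 5 differential H3K4me3 sites at these genes, 1 higher and 4 lower, and 0 differential H3K27me3 sites. The KLK2 promoter site (chromosome 19, 50873321 to 50876383) had a log2 fold of −1.31 in the authors' deposited table (concentration 8.05 in V16D/CTL and 6.73 in V16D/H19, FDR 3.96e-17). A promoter site of ZBTB10 (chromosome 8, 80484730 to 80490555) had a log2 fold of −0.49 and an exonic site of that gene a log2 fold of −1.69 in the authors' deposited table, and both lie in the part of chromosome 8 where 142 of 152 sites were lower. A smaller change in the authors' deposited table was found at the promoter of TMPRSS2 (log2 fold 0.32, FDR 4.65e-06). An intronic site of ABCC4 had a log2 fold of −2.09 in the authors' deposited table (FDR 0.0174). KLK3, FKBP5, KRT8 and KRT18 had no differential site of either mark in the authors' deposited tables.

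The 19 genes of the NE list had an H3K4me3 promoter peak at 12 ± 1 genes (SD, n = 3) in V16D/CTL and 15.3 ± 1.15 genes (SD, n = 3) in V16D/H19, without overlap between the groups (exact permutation p = 0.1, and a separation that chance gives in 10% of cases). An H3K27me3 promoter peak was found at 16 ± 1 genes (SD, n = 3) in V16D/CTL and 15.3 ± 0.577 genes (SD, n = 3) in V16D/H19 (exact permutation p = 0.7). The stricter threshold gave 12.3 ± 1.53 (SD, n = 3) and 8 ± 1.73 genes (SD, n = 3) for H3K27me3, without overlap between the groups (exact permutation p = 0.1). At these genes the authors' deposited table held 8 differential H3K4me3 sites, 7 higher and 1 lower. The authors' deposited table for H3K27me3 held 12 differential sites at 9 of the genes, and all 12 were lower. None of these 12 reached an absolute log2 fold of 1. The promoters of CDH2 (chromosome 18, 28174043 to 28179008, log2 fold 3.33, FDR 0.00232) and KCNB2 (chromosome 8, 72535931 to 72542035, log2 fold 3.39, FDR 0.00237) had an H3K4me3 peak in 0 of 3 V16D/CTL and in 3 of 3 V16D/H19 libraries, with folds from the authors' deposited table. BRINP1 (log2 fold 1.59), SOGA3 (1.30), ETV5 (1.01) and RGS7 (0.65) were also higher in H3K4me3 in the authors' deposited table. The lower H3K4me3 site was an intergenic site at −32371 bases (upstream) from the start of REST (log2 fold −0.84, FDR 0.00480, in the authors' deposited table). The higher H3K4me3 site annotated to POU3F2 was intergenic, at −69791 bases (upstream) from the start of the gene (chromosome 6, 98764245 to 98764801), with a log2 fold of 2.50 and an FDR of 0.0307 in the authors' deposited table and a peak in 2 V16D/H19 libraries. At the POU3F2 promoter, H3K27me3 had a log2 fold of −0.41 in the authors' deposited table (chromosome 6, 98834192 to 98850616, FDR 0.000127). The largest decreases in H3K27me3 on this list in the authors' deposited table were at an exonic site of RGS7 (log2 fold −0.99, FDR 0.00284) and at SOX2 (log2 fold −0.76, FDR 2.01e-05). The other lower H3K27me3 sites in the authors' deposited table were a second site each at SOX2, POU3F2 and HOXD10, and sites at HOXD10, RUNX1T1, MYT1, FGF9, ONECUT1 and ETV5, with the RUNX1T1 site beyond 45 Mb of chromosome 8. Higher H3K4me3 together with lower H3K27me3 was thus listed for ETV5, POU3F2 and RGS7, though at separate sites for POU3F2 and RGS7.

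By the rule for named sites, the H3K4me3 sites with the largest increase lay at MIR30A, CLSTN2 and SLC5A1. In the authors' deposited table their V16D/CTL concentration was −0.2, the lowest that column holds (shared by 12 sites), and their V16D/H19 concentrations were 5.44, 4.07 and 3.99, so the size of the fold is set by that lowest value and is not given. The H3K4me3 sites with the largest decrease lay at ZNF608 (chromosome 5, 124741733 to 124749852), at a transcript without a symbol on chromosome 9 (124658350 to 124661410) and at SMIM3. In the authors' deposited table their V16D/CTL concentrations were 6.37, 5.27 and 4.58. Their V16D/H19 concentration in the authors' deposited table was 0.2 for ZNF608 and −0.2, the lowest of that column, for the others. The H3K27me3 sites named by this rule as the largest increases in the authors' deposited table were annotated to CSMD1 (log2 fold 1.69, FDR 0.000767), XYLT1 (1.5, FDR 0.0105) and MIR8068 (1.47, FDR 0.00627). The CSMD1 site was intronic and lies before 45 Mb of chromosome 8. The XYLT1 and MIR8068 sites were intergenic, at −273441 and −217664 bases (upstream) from the start. The largest decreases in the authors' deposited table were annotated to a transcript without a symbol on chromosome 8 (61801695 to 61805026, log2 fold −2.03, FDR 1.14e-05), C1orf105 (log2 fold −1.91, FDR 3.27e-05) and MIR378C (log2 fold −1.86, FDR 0.000156). These sites lay at −84813, 18344 and 370667 bases from the start, and the C1orf105 and MIR378C sites were intergenic. At such distances the gene name does not mean a change at the gene.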

Values the study reported

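For differentially bound sites within 1 kb of a transcription start, the study gave a share of 84% for H3K27me3 and of 46% for H3K4me3.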

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

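Of 193 values recomputed under alternatives for 29 results, 25 had no room to change: 7 under the replicate block, and 18 of the luminal list that were at the floor or the ceiling. Of the other 168, 131 kept their direction and stayed on the same side of the threshold, or close to the main count. The comparisons within 10 groups of site width, with starts of all genes, with a background of sites with a peak in at least 5 libraries, within 4 groups of concentration and without chromosome 8 were chosen after seeing the data. A p-value of an exact test on 3 against 3 libraries cannot pass 0.05, so for values per library only a change of direction was counted.

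Under the stricter threshold, H3K27me3 sites with a peak in all libraries of a group and none of the other fell to 284, shared H3K27me3 consensus regions to 1277 and shared bivalent consensus regions to 359. A stricter threshold leaves fewer peaks, which by itself lowers such counts. Joining broad peaks gave 1077 H3K27me3 sites of that kind, an overlap of at least 50% gave 756 shared bivalent consensus regions, and consensus from all 3 replicates gave 9328 shared H3K27me3 regions. An FDR under 0.01 left 980 H3K4me3 and 540 H3K27me3 sites in the authors' deposited tables (22.3% and 6.85% of them higher). An absolute log2 fold of at least 1 left 394 and 205 (48.7% and 24.9% higher), 3 H3K4me3 sites of the luminal list and 0 H3K27me3 sites of the NE list. These filters leave fewer sites by construction.

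The promoter odds ratio of H3K4me3 reversed to 0.452 with an absolute log2 fold of at least 1, for which the cause was not tested, and to 0.842 within 10 groups of site width. Under its other alternatives it ranged from 1.14 to 1.52. The H3K27me3 promoter odds ratio ranged from 3.04 to 7.67, and the bivalent odds ratios from 1.39 to 4.39 for H3K4me3 and from 3.80 to 9.89 for H3K27me3. The chromosome test of H3K4me3 gave p from 1e-05 (the smallest the resamples can give) to 0.0247, and that of H3K27me3 from 0.105 to 0.398. The number of NE list genes with H3K27me3, different by −0.667 in V16D/H19 at promoters, was higher by 0.333 when a peak anywhere in the gene counted. Both differences are smaller than 1 gene, the larger group SD in each setting.

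Across the 6 fits that each left out 1 replicate, the difference in H3K4me3 covered length ranged from −0.117 to 1.18 Mb, with the negative value without V16D/H19 replicate 2. The differences per library ranged from 406 to 1349 for H3K4me3 peaks (highest without V16D/H19 replicate 3), from −10422 to −1807 for H3K27me3 peaks and from −14.4 to −5.89 Mb for H3K27me3 covered length (both largest without V16D/CTL replicate 1), and from −171 to −49 for bivalent peaks (smallest without V16D/H19 replicate 3). Sites separating the groups ranged from 476 to 689 for H3K4me3 and from 3950 to 5043 for H3K27me3. Shared consensus regions ranged from 16488 to 16877 for H3K4me3, from 13418 to 15658 for H3K27me3 and from 967 to 1043 for bivalent regions. In these counts the group with more specific sites changed with the group that lost a library, except for H3K4me3 sites separating the groups. Fewer libraries then have to hold a peak for a separating site, and both remaining libraries for a consensus region, so these changes follow from the construction. This does not cover the 689 H3K4me3 sites without V16D/H19 replicate 3, since every other replicate left out gave at most 505; that library held fewer of its group's sites than the others did.

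With the replicate number as a replicate block, the differences were the same by construction: 728 H3K4me3 peaks, fell by 5173 for H3K27me3 peaks, 0.376 Mb of H3K4me3, fell by 9.29 Mb for H3K27me3 and fell by 106 for bivalent peaks, with exact sign-flip p of 0.5, 0.5, 0.75, 0.25 and 0.25 (the smallest possible is 0.25). The 272 and 1735 separating sites were also the largest count among the 4 sign flips. Calls of same-numbered libraries deviated from their group with correlations from −0.0177 to 0.0143 for H3K4me3 and from −0.00112 to 0.00504 for H3K27me3. The site calls thus do not pair the libraries by number. The number of H3K27me3 peaks rose with the replicate number in both groups, so a pairing of whole libraries stays open.

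Lists of equal length fix the number of peaks and gave no value for peaks per library, and an absolute log2 fold of at least 1 left no pair of sites changed in both marks. The read depth of the libraries, not used here, limits every comparison of peak numbers.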

Other observations

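The tests of separating sites, of V16D/H19 replicate 3, of the share of strong peaks, of site width, of the H19 stretch, of the ranks on chromosome 8 and of concentration as a source of the differences between chromosomes were chosen after the results were seen. The tests of opposite directions, of neighbouring sites and of the other comparisons on chromosome 8 were set down before their values were seen, but after the pattern they address.

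The share of differential H3K4me3 sites within 1 kb of a transcript start, by the annotation in the authors' deposited table, was 81.2%. That is higher than the value quoted from the study above. The same share for H3K27me3 in the authors' deposited table was 46.1%. That is lower than the value quoted from the study above. If the marks were exchanged in the quoted values, both shares would lie close to them.

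The real split of the libraries gave the most separating sites for both marks: 1 of the 10 splits of the 6 libraries gave as many H3K4me3 sites and 1 of the 10 gave as many H3K27me3 sites. With 10 splits the share cannot be lower, so this share alone does not settle it, but the counts of 272 and 1735 lay well above the highest of the other splits (139 and 1212).

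V16D/H19 replicate 3 of H3K4me3 had a peak at 33.3% of the 562 sites held by both other V16D/H19 libraries and by no V16D/CTL library, against 61.1% and 61.3% for the corresponding sites of the other V16D/H19 replicates. A V16D/CTL library under the wrong label would hold more sites of the V16D/CTL libraries than the other V16D/H19 replicates do. It held 29.2% of the sites found in all V16D/CTL libraries and in neither other V16D/H19 library, against 48.5% and 55.5% for these replicates, but a shorter list holds fewer sites of any kind. With lists of equal length it held 37.5%, against 38.9% and 46.9%. Its peak calls correlated with those of the V16D/CTL libraries (r of 0.409, 0.458 and 0.442) about as much as with its own group (0.421 and 0.395). The other V16D/H19 libraries correlated with the V16D/CTL libraries at 0.262 to 0.337 and with each other at 0.332. By this measure V16D/H19 replicate 3 stood closer to V16D/CTL than they did. These values leave the label open. The difference in rank between the parts of chromosome 8, described below, does not: at shared sites that are not in the authors' deposited table it was 0.334 points in this library, −0.459 and −0.849 in the other V16D/H19 libraries and −5.00, −4.01 and −6.04 in the V16D/CTL libraries, which argues against a V16D/CTL library under the wrong label. With lists of equal length its share of its own group's sites was 44%. A less sensitive library may explain part of the shortfall, and since 58.1% and 59.1% were reached by the others at equal length, part of it stays open, and no biological explanation was tested.

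In both marks most differential sites were lower in V16D/H19, above all those with a high concentration. V16D/H19 lists also had a smaller share of peaks past the stricter threshold: that share fell by 1.98 percentage points for H3K4me3 and fell by 3.97 for H3K27me3, in each mark without overlap between the groups (exact permutation p = 0.1). The median fold over input overlapped between the groups, with means of 27.7 in V16D/CTL and 26.4 in V16D/H19 for H3K4me3 (exact permutation p = 0.4) and of 3.41 and 3.39 for H3K27me3 (exact permutation p = 0.9). The number of H3K4me3 peaks past the threshold was not lower in V16D/H19 (18926 against 18690 on average), so for this mark the smaller share came with more weak peaks, while for H3K27me3 the number of strong peaks itself was lower (3556 against 6396). Lower enrichment in the V16D/H19 immunoprecipitations could give both observations, and so could a true loss of the marks at their strongest sites. These cannot be told apart, because enrichment is confounded with the group and the median fold of a list depends on how many weak peaks it holds. The direction of a single strong site in these tables may therefore not be specific to that site. The paper reported more of both marks by Western blot after transient H19 overexpression in V16D cells. Total amounts of a mark were not measured here, so neither explanation was set against that result.

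Where H3K27me3 was lower, H3K4me3 tended to be higher. Sites of low concentration were more often higher in general, so concentration was tested as the source. Within 4 groups of concentration, differential H3K4me3 sites over a lower H3K27me3 site were still more often higher (62 of 74, odds ratio 11.7, permutation p = 1e-05, the smallest the resamples can give), which argues against concentration as the whole cause. A further test took the 288 differential H3K4me3 sites over H3K27me3. Each overlaps an H3K27me3 site as counted above, with a peak in at least 2 libraries, or a lower site of the authors' deposited table. The latter adds a few. Among these 288 the odds ratio was 2.73 (permutation p = 0.00385). The presence of H3K27me3 alone thus also leaves part of the pattern, but not in the lowest concentration group. There, 25 of 30 sites over a lower H3K27me3 site and 105 of 122 over another were higher. In the next concentration group it was 32 of 37 and 38 of 71, against 58 of 354 sites over no H3K27me3 site. Over all groups, 150 of 214 sites over another H3K27me3 site were higher, against 233 of 1569 sites over none. How much of the pattern belongs to that presence thus depended on concentration. Both marks were lower in 12 of 79 pairs. Of the 74 H3K4me3 sites over a lower H3K27me3 site, 30 lay in the lowest and 37 in the next concentration group. Sites of low concentration were more often higher in general, so the count of pairs does not decide on lower enrichment in both marks. An exchange of the marks at bivalent promoters in cells with H19 is a candidate explanation that was not tested further.

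The direction of H3K4me3 sites differed between chromosomes also when directions were permuted within 4 groups of concentration (permutation p = 1e-05, the smallest the resamples can give), which argues against concentration as the source. Without chromosome 8, the chromosome test with all directions permuted gave a chi-square of 92.9 (permutation p = 1e-05, the smallest the resamples can give). Outside chromosome 8, 76.0% of 945 neighbouring pairs of differential sites within 1 Mb shared their direction. The average was 67.6% with directions permuted within chromosome and within 4 groups of concentration (one-sided permutation p = 1e-05, the smallest the resamples can give). That permutation keeps the share of each chromosome, so it concerns neighbours within a chromosome and not differences between chromosomes.

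On chromosome 8, H3K4me3 was higher before 45 Mb and lower beyond it within 4 groups of concentration too (odds ratio 28.4, permutation p = 1e-05, the smallest the resamples can give), so concentration does not account for it. A difference in the copy number of the chromosome's arms between the populations predicts that H3K27me3 moves the same way. The share of higher H3K27me3 sites was larger before 45 Mb by 66.7 percentage points (permutation p = 1e-05 within 4 groups of concentration). Without the first 10 Mb, where most of these sites lie close together, it was 4 of 9 against 0 of 83 (Fisher's exact p = 4.51e-05). The other 5 of these 9 sites were lower, and the median log2 fold of the 9 was −0.46. On the other chromosomes 81 of 1033 differential H3K27me3 sites were higher, with a median log2 fold of −0.57. The lower sites among these 9 therefore do not decide for or against a gain of the short arm. A difference in copy number also predicts a shift at sites that are not in the table. At 176 sites before and 216 beyond 45 Mb with a peak in all 6 lists and outside the authors' deposited table, the mean percentile rank by −log10 p differed between the parts by −5.02 ± 1.01 points (SD, n = 3) in V16D/CTL and by −0.325 ± 0.603 points (SD, n = 3) in V16D/H19, a gap of 4.69 points without overlap (exact permutation p = 0.1, the smallest that this design allows). Ranked by the fold over the library's own input, which has the same copy number, the gap was smaller, at 2.40 points. The groups then overlapped (exact permutation p = 0.2). At all shared sites, those of the table included, the gap was 6.71 points by −log10 p and 3.67 points by fold. Neither had overlap between the groups (exact permutation p = 0.1 for both). How far this fold removes a difference in copy number depends on how the peak caller smooths the input. The values by fold therefore leave the question open. H3K27me3 sites beyond 45 Mb were in the authors' deposited table hardly more often than on other chromosomes (3.50% against 3.12%). Between 10 and 45 Mb this share was 1.34%. The authors tested about 17453 H3K27me3 sites, fewer than the 58789 sites counted here. Many sites could therefore not have been listed, and these shares do not decide against the explanation. A gain of the short arm or a loss of the long arm in the V16D/H19 population is a candidate explanation for these sites, and a change of the marks along whole arms without a change of copy number, which would give the same values, stays open. Neighbouring sites are not independent, so the p-values over sites overstate the evidence. The read coverage of the input libraries, not used here, would decide it. Of the list sites, those of ZBTB10, KCNB2 and RUNX1T1 lie on chromosome 8. The KCNB2 site (log2 fold 3.39 in the authors' deposited table) goes against the direction of its part.

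The stretch around H19 without a peak was tested for being out of reach of the reads. Its only protein-coding gene, MRPL23, had no promoter peak, while 47 of 49 genes for proteins of the large mitochondrial ribosomal subunit had an H3K4me3 promoter peak in all 6 libraries, and MRPL44 was the only other gene without any. On the other hand, 12.6% of protein-coding genes start in a stretch at least as long without a peak in any list, so such stretches are common. Missing reads and missing marks cannot be told apart from peak lists.

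Differential sites were wider than the others, and a wider site has more bases with which to reach a promoter or a site of the other mark. For H3K4me3 promoters the odds ratio of 0.842 within 10 groups of site width (permutation p = 0.00130) is consistent with width as the source of the excess. Width does not account for the rest, with odds ratios within 10 groups of site width of 3.04 for H3K27me3 promoters, 1.88 for H3K4me3 sites over H3K27me3 and 3.80 for H3K27me3 sites over H3K4me3 (permutation p = 1e-05 for each, the smallest the resamples can give).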
